# Transcriptomic (DNA Microarray) and Metabolome (LC-TOF-MS) Analyses of the Liver in High-Fat Diet Mice after Intranasal Administration of GALP (Galanin-like Peptide)

**DOI:** 10.3390/ijms242115825

**Published:** 2023-10-31

**Authors:** Fumiko Takenoya, Junko Shibato, Michio Yamashita, Ai Kimura, Satoshi Hirako, Yoshihiko Chiba, Naoko Nonaka, Seiji Shioda, Randeep Rakwal

**Keywords:** GALP, fat diet, liver, DNA microarray, LC-MS, metabolites, bioinformatics, obesity

## Abstract

The aim of this research was to test the efficacy and potential clinical application of intranasal administration of galanin-like peptide (GALP) as an anti-obesity treatment under the hypothesis that GALP prevents obesity in mice fed a high-fat diet (HFD). Focusing on the mechanism of regulation of lipid metabolism in peripheral tissues via the autonomic nervous system, we confirmed that, compared with a control (saline), intranasally administered GALP prevented further body weight gain in diet-induced obesity (DIO) mice with continued access to an HFD. Using an omics-based approach, we identified several genes and metabolites in the liver tissue of DIO mice that were altered by the administration of intranasal GALP. We used whole-genome DNA microarray and metabolomics analyses to determine the anti-obesity effects of intranasal GALP in DIO mice fed an HFD. Transcriptomic profiling revealed the upregulation of flavin-containing dimethylaniline monooxygenase 3 (*Fmo3*), metallothionein 1 and 2 (*Mt1* and *Mt2*, respectively), and the *Aldh1a3*, *Defa3*, and *Defa20* genes. Analysis using the DAVID tool showed that intranasal GALP enhanced gene expression related to fatty acid elongation and unsaturated fatty acid synthesis and downregulated gene expression related to lipid and cholesterol synthesis, fat absorption, bile uptake, and excretion. Metabolite analysis revealed increased levels of coenzyme Q10 and oleoylethanolamide in the liver tissue, increased levels of deoxycholic acid (DCA) and taurocholic acid (TCA) in the bile acids, increased levels of taurochenodeoxycholic acid (TCDCA), and decreased levels of ursodeoxycholic acid (UDCA). In conclusion, intranasal GALP administration alleviated weight gain in obese mice fed an HFD via mechanisms involving antioxidant, anti-inflammatory, and fatty acid metabolism effects and genetic alterations. The gene expression data are publicly available at NCBI GSE243376.

## 1. Introduction

Galanin-like peptide (GALP) is a bioactive peptide consisting of 60 amino acids. GALP was first discovered in the porcine hypothalamus, where it acts as an endogenous ligand for galanin receptors [1]. GALP-producing neurons in the hypothalamus are part of a neuronal network containing various peptides that regulate feeding behavior [2,3]. Intracerebroventricular administration of GALP has anti-obesity effects in obese mouse models [4,5,6] and reduces food intake and body weight in wild-type mice [7]. The anti-obesity effects of GALP may be due to the sympathetic nervous system-mediated suppression of appetite in peripheral tissues together with inhibition of fatty acid β-oxidation and fatty acid synthesis [8,9,10].

We hypothesized that intranasal administration would be the preferred method for translating the anti-obesity effects of GALP into clinical applications. We therefore investigated the effects of intranasal GALP in male diet-induced obese (DIO) mice. Animals were fed a high-fat diet for 14 weeks to create highly obese DIO mice. Then, GALP or saline were administered intranasally while continuing the high-fat diet (HFD) to see if GALP could suppress the hyper-obese state of the DIO mice and prevent further weight gain (Figure 1).

Furthermore, this study utilized an omics-based approach (whole-genome DNA microarray) [11,12] and metabolomics analyses (including bioinformatics analysis) to further elucidate the effects of intranasal administration of GALP on lipid metabolism in the liver tissue of DIO mice.

## 2. Results

### 2.1. Body Weight Change in DIO Mice through Intranasal GALP

The GALP-treated DIO mice did not gain weight while continuing an HFD and had significantly lower body weights than the control (saline-treated) DIO mice from Day 5 onward (Figure 2).

Similar results were reported after once-daily intranasal administration of GALP for 7 days [4], suggesting that GALP is indeed effective in preventing body weight gain.

### 2.2. Liver DNA Microarray Analysis

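Liver RNA of diet-induced obese (DIO) mice was compared on dual-colour Agilent whole mouse genome microarrays. The mice weighed at least 40 g after 14 weeks of the high-fat diet and received intranasal GALP (galanin-like peptide, a hypothalamic neuropeptide) or saline in a volume of 2 µL for 11 days. RNA from 4 GALP-treated mice with greater weight loss formed 1 pool, RNA from 4 GALP-treated mice with less weight loss formed another, and RNA from 8 saline-treated mice formed the control pool. Each GALP pool was hybridised against the control pool on 2 arrays with the Cy3 and Cy5 dyes exchanged (a dye swap), which gave 4 arrays on 1 slide, and 500 ng of RNA was labelled. The 2 arrays of a pool carried the same extracts and were averaged, so each mean ± SD is over n = 2 GALP pools. The sample labels also give a weight loss group to the control channel, but the paper describes a single control pool, and it was treated as 1 sample here. Its own spread enters no SD and no test. The authors processed the scanned images with Agilent Feature Extraction, which corrected the background, normalized the dyes by LOWESS and gave each spot a log10 ratio of Cy5 over Cy3. It also gave each ratio a p-value, which compares the labelled extracts of 1 array and not the treatments. The ratios were turned to GALP over control and expressed as log2. Each array held 43379 spots of 41174 probes, and 40.5% to 46.7% of the spots were well above background in a given channel. No spot was saturated. Spots with an outlier mark of the software (232 to 319 per array) were left out, and 41037 probes had a value on all 4 arrays. The number of arrays limits the precision of every value. Between 29.6% and 35.3% of the spots of an array had a log ratio of exactly 0, and in at least 95.8% of these the software had put a substitute for a signal at background in both channels. The methods give a p-value threshold of 0.01 and select changes common to both groups. They do not state on how many arrays the threshold must hold. A strict reading was applied here and is called the rule of the methods below. A probe was called when its Feature Extraction p-value was under 0.01 on all 4 arrays, its direction was the same on all 4 arrays, and its fold was over 1.5 or under 0.75 in both GALP pools. A probe with several spots took the mean of their ratios and the largest of their p-values on each array. GALP was also tested against control with limma on the log2 ratios of the 2 pools, with Benjamini-Hochberg adjustment. A probe not well above background in any GALP channel or in any control channel has only a limit, given as at least N-fold, and the same holds within a pool. The probe with the highest mean signal stands for a gene with several probes. Positions are those of the probes on mm9 (NCBI37) as the authors' files give them, and the files name no exon or UTR. The paper gives 1 week of acclimatization and the sample labels give 2 weeks. The file headers name version 12.0.3.1 of the software and a G2600D scanner, whereas the paper names another version and a G2505C scanner.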

GALP treatment changed the expression of several genes in the livers of DIO mice. DNA microarray analysis revealed 165 genes whose expression increased (>1.5-fold difference) and 53 genes whose expression decreased (<0.75-fold difference) relative to saline treatment. 

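Of the 41037 probes, 24 were called higher and 54 lower in both GALP pools by the rule of the methods, and these carried 22 and 50 gene names. Called probes with a large increase included Fkbp5 (log2 ratio 1.23 ± 0.17), Map3k6 (1.13 ± 0.22), Sult1e1 (1.12 ± 0.49), Osbpl5 (1.01 ± 0.30) and Nrg4 (1.01 ± 0.17), each as mean ± SD of the 2 pools. The counts depended most on the p-value. With the fold required in both pools and the same direction on all 4 arrays but no p-value, 154 probes were higher and 360 lower. With limma, 0 probes were higher and 0 lower at an adjusted p under 0.05, and the smallest adjusted p was 0.374, while 2049 were higher and 2710 lower at an unadjusted p under 0.05. Of the called probes, 18 of the 24 higher and 40 of the 54 lower had an unadjusted limma p under 0.05. In simulated ratios of 41037 probes, limma recovered 0 of 200 probes changed by 3 on the log2 scale, so its count of 0 over all probes carries little information. Over the 15714 probes well above background in at least 1 channel of every array it recovered 100 of 200 in simulation, and on the arrays it then gave 0 higher and 1 lower (Tff1, which is at its limit in the pool with less weight loss). The simulated noise was drawn from the pool differences of all 41037 probes, including those at background. The 100 of 200 is therefore not the power of limma on the probes with signal. In 4 simulated arrays of 41174 probes, the rule recovered 200 of 200 probes changed by 1.5 on the log2 scale. The noise and the p-values came from the software's own error, with no spread between pools or mice. All changed probes were well above background in every channel. Full recovery was thus built in and does not measure how reliable the rule is. Taken alone, the pool with greater weight loss gave 120 higher and 163 lower probes, and the pool with less weight loss gave 96 higher and 149 lower.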

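The metallothionein genes Mt2 and Mt1 were among the called genes with the largest increase. Mt2 had a log2 ratio of 1.49 ± 0.83 (SD, n = 2 pools), with 0.91 in the pool with greater weight loss and 2.08 in the pool with less. Mt1, averaged over the 10 spots of 1 probe, reached 1.28 ± 0.58, and a second Mt1 probe with 0.81 ± 0.42 was not called. The spread between the pools was therefore large for both genes. Krt23 rose by 1.23 ± 0.22 and was called. Olfr1342 had 1.47 ± 0.14 but was not called, with a Feature Extraction p-value under 0.01 on 3 of the 4 arrays. Wfdc3 had 2.14 in the pool with greater weight loss and was at least 1.53-fold higher in the other pool, and Slc22a26 had 0.77 and was at least 2.02-fold higher. Neither was called. Lrtm2 was at least 1.24-fold higher in the pool with greater weight loss and not well above background on either side in the other. Aldh1a3 was well above background in 1 of 4 GALP channels and in 0 of 4 control channels, which allows no fold. Among the decreased genes, Cyp26a1 had a log2 ratio of -1.90 ± 0.10, far outside the spread between the pools. Moxd1 had -1.21 in the pool with greater weight loss and was at least 4.35-fold lower in the other. Clca1 was at least 2.60-fold lower over both pools and was called. Krt20 was at least 1.56-fold lower and not called, with a p-value under 0.01 on 1 of 4 arrays. Probes of 1 gene did not always move together. The probe standing for Pdia6 had -0.10 ± 0.01, whereas a dimmer one of its 4 probes was called, with -1.67 and at least 2.35-fold lower. For Pik3c2g these were -0.59 ± 0.23, not called, and -1.42 ± 0.02, called.

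**Figure D1:**
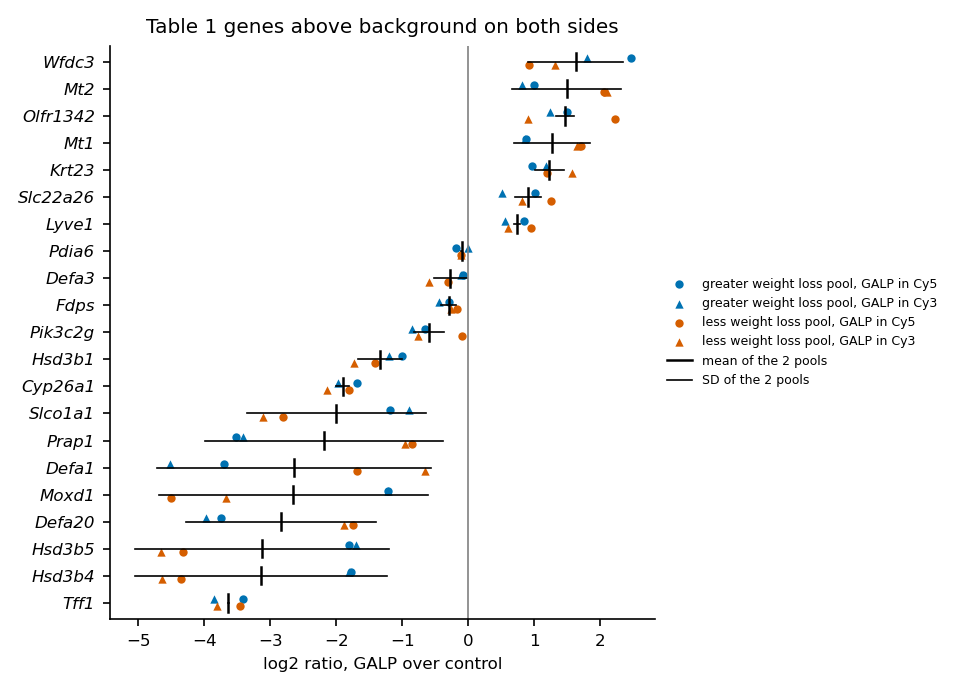
Log2 ratio of GALP over control for 21 genes that the study lists among the most altered and that were well above background on at least 1 array on each side. Each point is 1 of the 4 arrays, with colour for the GALP pool and marker shape for the dye orientation, each bar is the mean of the 2 pools, and each line is their SD. Hsd3b4 and Moxd1 show a wide gap between the pools, while Cyp26a1 shows little, and points of a pool at background stand for a limit.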

The top 20 genes with altered expression are listed in Table 1.

Raw data on the total gene expressions (transcriptome) for this experiment are publicly available at the GEO (series accession number GSE243376).

### 2.3. Liver Metabolite Analysis

Metabolite analysis was performed with substances classified as acylcarnitine, fatty acids, and others. The GALP/control ratio was calculated, and the substances that increased (>1.5-fold difference) or decreased (<0.75-fold difference) following intranasal administration of GALP are shown in Table 2. Raw data are shown in Supplementary Table S1.

###  2.4. Biological Functional Enrichment Analysis

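The genes that entered the pathways were examined one by one, and the enrichment itself was not computed again. Tables 1 and 3 name 59 genes, 19 as increased and 40 as decreased, and the probe standing for each gene had a mean log2 ratio in the stated direction for all 59. By the rule of the methods as read here, with a p-value under 0.01 on all 4 arrays, 10 of the 19 and 22 of the 40 had at least 1 called probe. With the p-value on at least 1 array of each pair the numbers were 13 and 30, and with no p rule 18 and 40. The study chose these genes on the same arrays, so their directions are not independent evidence. Among the increased genes, Cyp2b13 had a log2 ratio of 0.51 ± 0.27 (SD, n = 2 pools) and was called at its second probe with 0.93 ± 0.42. Cyp2b10 had 0.66 ± 0.32, and its second probe had 1.02 ± 0.33 with a Feature Extraction p-value under 0.01 on 3 of 4 arrays. Neither Cyp2b10 probe was called. Among the decreased genes, Hspa1a had -0.74 ± 0.33 and was called at its second probe with -0.91 ± 0.37. Idi1 had -0.34 ± 0.15 and was called at its second probe with -0.74 ± 0.04. Several decreased genes changed by more than the SD of the pools but were not called. These were Cfd with -0.81 ± 0.11, Cyp51 with -0.70 ± 0.12, Fos with -0.67 ± 0.19, Efna1 with -0.59 ± 0.16, Tuba4a with -0.57 ± 0.09 and Sucnr1 with -0.56 ± 0.06. For Fos the p-value on each array was the largest of 10 spots. Pde4b had -0.79 ± 0.02 at the brightest of its 5 probes, and 2 dimmer probes had -0.36 ± 0.20 and -0.20 ± 0.15. Its remaining probes were at background. Hcn4 had -0.70 in the pool with greater weight loss and was at least 1.48-fold lower in the other. Cyp2c66 was well above background in no channel. Myo6 had -0.05 ± 0.08 at its brightest probe, and the sign changed to 0.03 with normexp background correction and loess. Its 2 other probes had -0.56 ± 0.13 and -0.29 ± 0.04, were lower on all 4 arrays, and were not called.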

The pathway results from DAVID analysis of the DNA microarray analysis data from the GALP-treated mouse livers are shown in Table 3.

## 3. Discussion

### 3.1. DNA Microarray Analysis

#### 3.1.1. Key Genes Whose Expression Was Increased by GALP

##### Fmo3

Fmo3 is an enzyme that converts trimethylamine (TMA)—absorbed from the intestinal wall and transported to the liver—into odorless trimethylamine N-oxide (TMAO), which is then excreted in the urine. TMAO is a causative mediator of inflammatory diseases. Many studies have linked Fmo3 and TMAO to diabetes-related cardiovascular disease, while others have reported that the effects of Fmo3 are unrelated to TMA or TMAO metabolism or that Fmo3 expression and function may be related to acetaminophen-induced effects. Fmo3 reportedly has a role in protecting the liver from toxicity [13]. Although TMAO is a possible pro-inflammatory mediator, Fmo3 may play a role in metabolic diseases regardless of TMAO formation. Some reports indicate that Fmo3 is significantly involved in liver detoxification, as the loss of Fmo3 increases ammonia in the liver [14]. Furthermore, it is well known that physical activity has a positive effect on gut microbiota, and it is clear that TMAO levels increase after exercise and sports [15]. Although these findings suggest that Fmo3 may be involved in antioxidant and metabolic processes, the link between increased Fmo3 and poor health has not yet been fully elucidated. Many recent studies have reported increased Fmo3 expression in mouse models of longevity [16]. Although the relationship between aging and Fmo3 is not well understood, 40% caloric restriction, considered one of the most powerful interventions to slow the aging process, has been found to significantly upregulate Fmo3 gene expression. Overexpression of Fmo3 is associated with inflammation, metabolism, oxidative stress, and liver function and improves key liver parameters related to hepatocyte aging [17]. There are also reports that FMO activation may be a conserved mechanism to enhance protein homeostasis, improve health, extend the lifespan, etc. [18]. These factors raise many questions regarding the increased expression of Fmo3, but it is possible that GALP administration mimics the caloric restriction state or may be involved in the enhanced energy expenditure.

##### Lyve1

Recent studies have shown that obesity impairs lymphatic function in both mice and humans. Obese mice have significantly less Lyve1, a marker of lymphangiogenesis, than their controls [19]. Diet-induced obesity has been shown to significantly impair the lymphatic system, as reflected by decreased lymph flow, altered lymph node structure, and increased inflammatory tendencies [20]. Lymphatic vessels are essential for maintaining tissue fluid balance, facilitating the transport of immune cells from the periphery to the lymph nodes, and absorbing lipoproteins from the gut and tissue fat cells. Mouse models of dyslipidemia lacking apolipoprotein E (apoE^−/−^) show reduced lymphatic integrity and transport function that worsens as hypercholesterolemia progresses, suggesting that the lymphatics themselves are dysfunctional. Increased expression of the Lyve1 gene associated with GALP administration may indicate restoration of lymphatic function that has been impaired by obesity.

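Lyve1 (NM_053247) has 2 probes on the array, both on chromosome 7. The brighter one (117994171 to 117994230) was called, with a log2 ratio of 0.74 ± 0.05 (SD, n = 2 pools), a 1.67-fold increase that was similar with greater (0.71) and less (0.78) weight loss. The other (117995668 to 117995726) was well above background in 1 of 4 GALP channels and in 0 of 4 control channels. It was at least 1.03-fold higher in the pool with greater weight loss, allowed no fold over both pools, and was not called.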

##### Mt1, Mt2

Metallothionein (MT) is involved in zinc and copper homeostasis, detoxification of heavy metals, and protection against cellular damage caused by oxidative, inflammatory, and stress responses. There are reports that MT can prevent the onset of obesity caused by a high-fat diet in female mice [21]. Mt1- and Mt2-null mice showed obesity and hyperleptimemia due to increased liver lipids [22], while obesity due to a high-fat diet may occur at an earlier age in MT gene knockout mice [23]. On the other hand, the MT liver content increases significantly in fasted mice [24,25].

##### Aldh1a3

Aldh1a3 is an NAD-dependent aldehyde dehydrogenase that catalyzes the formation of retinoic acid. Retinoic acid administration improves non-alcoholic fatty liver disease in high-fat diet-induced obese mice and has a therapeutic effect on hepatic lipid accumulation by increasing energy expenditure [26]. Furthermore, Aldh1a3 plays a major role in alcohol metabolism and the detoxification of aldehydes produced by lipid peroxidation. Decreased expression of Aldh1a3 correlates with hepatic lipidosis and liver fibrosis as well as increased microvascular lipidosis caused by lipid peroxidation, possibly due to an accompanying decrease in β-oxidation [27].

##### Fgfr1

Fgfr1 is a receptor for fibroblast growth factor 21 (FGF21), a regulator of lipid and glucose metabolism. It has been found to reduce fatty liver disease and steatohepatitis, a disorder of lipid metabolism in non-alcoholic fatty liver disease mice, through upward regulation of the FGF21/FGFR1 pathway [28].

#### 3.1.2. Key Genes Whose Expression Was Decreased by GALP

##### Antimicrobial Peptides: Defa3, Defa20, Defa6, Defa1, and Defb19

Defensins control the intestinal microbiota by eliminating pathogenic and opportunistic bacteria that are detrimental to the host, with little bactericidal activity against *Bifidobacterium* and *Lactobacillus* that act favorably. A high-fat diet causes changes in the composition of the intestinal microbiota; the ratio of Firmictes:Bacteroides (F/B ratio) is increased, while endotoxemia and liver inflammation occur due to barrier damage and increased levels of the cytotoxin lipopolysaccharide (LPS) [29,30]. In patients with liver disease, the antimicrobial peptide CRAMP is elevated. This peptide acts as a protective factor during liver injury in mice [31]. Similarly, the expression and secretory levels of the liver-expressed antimicrobial peptide LEAP2 are increased in mice with diet-induced lipidosis [32]. Thus, defensins are induced by pathogens and inflammatory stimuli. The observed decrease in defensin expression in the liver during GALP administration could thus be due to the amelioration of HFD-induced disruption of the gut microbiota and reduced hepatic inflammation.

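Defa20 (chromosome 8, 22619859 to 22619918) was at least 4.34-fold lower in the pool with greater weight loss, where it was not well above background, and had a log2 ratio of -1.81 in the pool with less weight loss. Defa1, for which the files give no position, was at least 4.41-fold lower with greater weight loss and had -1.17 with less. Both were called. Defa6 (chromosome 8, 22845161 to 22845779) was well above background in 0 of 4 GALP channels and 3 of 4 control channels, was at least 1.88-fold lower, and was not called. Defb19 (chromosome 2) was at least 1.31-fold lower and was not called. The 2 probes of Defa3 (chromosome 8) disagreed. The brighter one (22427132 to 22427192) had -0.27 ± 0.25 (SD, n = 2 pools) and was not called. The other (22427232 to 22427291) was called, at least 8.24-fold lower with greater weight loss and -2.20 with less. Alpha-defensins are a family of near-identical genes, and a probe can bind transcripts of several members, so the values of single members are uncertain. The decrease was larger in the pool with greater weight loss for Defa20, Defa1 and the called Defa3 probe, but 1 pool per group allows no test of that difference.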

##### Anti-Inflammatory Proteins: Gkn2, Tff1, and Clca1

Heterodimer formation of GKN2 and TFF1 has substantial antiproliferative and apoptosis-promoting effects, suggesting that co-secretion of TFF1 and GKN2 inhibits gastric carcinogenesis [33] and may also protect gastric mucosa from oxidative stress-induced damage [34]. Thus, as with antimicrobial peptides, the observed decrease in Gkn2 and Tff1 expression following GALP administration may be due to the amelioration of HFD-induced inflammation. 

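Gkn2 (NM_025467, chromosome 6, 87329285 to 87329344) was well above background in 4 of 4 control channels and 0 of 4 GALP channels. It was at least 8.62-fold lower in the GALP pools, at least 11.2-fold with greater weight loss and at least 6.65-fold with less. Tff1 (NM_009362, chromosome 17, 31298471 to 31298530) was well above background in 4 of 4 control channels and 1 of 4 GALP channels. Its log2 ratio was -3.63 with greater weight loss, and it was at least 8.89-fold lower with less. Both were called. Of 8 other abundant transcripts of the stomach, listed after the values of Gkn2 and Tff1 were seen, 5 were well above background in no control channel and 0 in all 4. These 8 lie near background, and Gkn3 and Tff2, which are not among them, had signal. They do not decide whether stomach tissue was in the control pool.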

Clca1 is thought to function as a mucoprotein that protects the intestinal mucus barrier. It may also be involved in the regulation of tissue inflammation during innate immune responses through the regulation of cytokine and chemokine production [35].

##### Steroid Biosynthesis Pathway: Hsd3b4, Hsd3b5, and Hsd3b1

Hsd3b4, Hsd3b5, and Hsd3b1 are all essential enzymes for steroid hormone biosynthesis. The results of the DAVID analysis showed that the top gene category suppressed by GALP treatment was cortisol synthesis and secretion. 

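Of the genes of this category, Hsd3b4 and Hsd3b5 showed the largest decreases. Hsd3b4 (chromosome 3, 98303072 to 98303131) had a log2 ratio of -1.79 in the pool with greater weight loss and -4.50 in the pool with less, with a mean of -3.14 ± 1.92 (SD, n = 2 pools). Hsd3b5 (chromosome 3, 98422848 to 98422907) had a mean of -3.12 ± 1.93. The transcripts of these neighbouring genes are near-identical and can bind each other's probes, so the division between them is uncertain. Hsd3b1 (chromosome 3, 98656330 to 98656389) had -1.33 ± 0.34 and Nr4a1 (chromosome 15) had -0.97 ± 0.14. All 4 of these genes were called. Star (chromosome 8, 26924735 to 26924794) had -1.03 with greater weight loss and was at least 1.50-fold lower with less, and it was not called.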

Hsd3b is involved in the synthesis of cortisol, one of the adrenal corticosteroid hormones. Cortisol is involved in liver metabolism, such as gluconeogenesis and the breakdown of fats in adipose tissue, and it has anti-inflammatory effects.

##### Bile Acid Secretion and Transport: Slco1a1/Oatp1

Slco1a1 is a transporter involved in the reuptake of bile acids into the liver [36]. Bile acids synthesized in the liver undergo enterohepatic circulation, and hepatic bile acid levels are highly dependent on the function of bile acid uptake and efflux transporters in the liver.

##### Lipid and Cholesterol Metabolism: Cyp26a1, Pnpla5, Prap1, and Fdps

Cyp26a1, a retinoic acid-metabolizing enzyme, is downregulated by glucagon and cortisol secreted during fasting. Pnpla5 is involved in diacylglycerol production and promotes lipid droplet formation [37]. It is highly activated in the liver of obese (ob/ob) mice, and its expression is suppressed by fasting [38]. Deficiency of the Prap1 gene reduces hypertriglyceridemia, weight gain, and hepatic lipidosis in mice on an HFD [39]. Fdps, a cholesterol synthesis-related gene, encodes an enzyme that catalyzes the formation of farnesyl pyrophosphate, which is an important intermediate in the biosynthesis of cholesterol and sterols.

### 3.2. Metabolite Analysis

#### 3.2.1. Metabolites Increased by GALP

##### Coenzyme Q10

Coenzyme Q10 is an endogenous lipophilic substance with redox activity incorporated into the mitochondrial respiratory chain. It is recognized as a major regenerative antioxidant that functions as an electron carrier to generate cellular energy, and it plays an essential role against oxidative damage. One of the main functions of coenzyme Q10 is as an antioxidant, as shown by reductions in oxidative stress and diet-induced inflammation in the livers of obese mice [40]. Other effects include the prevention of bile stasis and improvement of the redox environment of the liver [41]. Furthermore, in diabetic and obese KKAy mice assigned reduced coenzyme Q10 intake, the expression of a group of genes involved in fatty acid and cholesterol synthesis was decreased. This indicates that reduced coenzyme Q10 can inhibit fatty acid synthesis and activate Pparα to promote beta oxidation of fatty acids in the liver [42].

##### Hydroxyprogesterone Caproate

Progesterone supplementation with progesterone derivatives such as 17-OHPC has long been used to decrease the risk of recurrent preterm labor. Anti-inflammatory effects and blood pressure reduction due to vasodilatation are considered to be the main actions [43].

##### Oleoylethanolamide

Oleoylethanolamide (OEA) is an N-acylethanolamine-containing oleic acid, a monounsaturated fatty acid, which exerts weight loss effects by suppressing appetite and stimulating lipolysis via PPARα [44,45,46,47,48]. The appetite-suppressive effects of OEA may be produced through a vagally mediated mechanism [49]. In addition, there are reports of antioxidant and anti-inflammatory effects of OEA, such as OEA improving oxidative stress in the liver [50,51,52].

##### Erucic Acid

Erucic acid significantly decreases the expression of adipocyte marker genes and accelerates osteoblast marker genes via the suppression of PPARγ transcriptional activity [53]. Reports have suggested that yellow mustard oil rich in erucic acid can improve obesity-induced metabolic disorders [54].

##### Linolenic Acid (Alpha-Linolenic Acid)

Vegetable oils rich in α-linolenic acid exert anti-obesity effects by inhibiting lipogenesis and the upward regulation of fatty acid β-oxidation via PPARα [55,56]. For example, the “Rosa mosqueta” oil, which contains high concentrations of α-linolenic acid, has been shown in male C57BL/6J mice to reduce PPARα activation. It also prevents HFD-induced oxidative stress and inflammation and reduces fatty liver disease [57]. Meanwhile, 2-arachidonoylglycerol (2-AG) restores impaired glucose uptake and insulin resistance caused by exposure to inflammatory stress and lipid overload [58]. Many reports implicate 2-AG in neuronal, immune, metabolic, vascular, and reproductive functions, as well as in the homeostatic and hedonic aspects of feeding. Indeed, 2-AG is a natural ligand for CB1 receptors, which are involved in the regulation of food intake and energy metabolism and may stimulate hunger and food intake and modulate food preferences [59].

##### Bile Acids: Deoxycholic Acid, Taurocholic Acid, and Taurochenodeoxycholic Acid

GALP administration increased the bile acids of deoxycholic acid (DCA), taurocholic acid (TCA), and taurochenodeoxycholic acid (TCDCA). DCA is a secondary bile acid formed by intestinal bacteria from cholic acid; TCA and TCDCA are primary bile acids formed from cholic acid and kenodeoxycholic acid conjugated with taurine and have been used as cholecystokinin agents; and TCA and DCA have been reported to improve obesity via the G protein-coupled bile acid receptor Gpbar1 (TGR5)-dependent pathway [60,61]. TCDCA also acts as a signaling molecule that exerts anti-inflammatory and immunomodulatory functions via the cAMP-PKA-CREB signaling pathway induced by the TGR5 receptor [62,63].

##### 5α-Cholestan-3-One-2 and 5α-Cholestanone

Cholesterol processing involves the production of coprostanone via 4-cholestan-3-one and 5α-cholestanone as intermediate products, converting them to coprostanol as the final product. This processing, which is attributed to the intestinal microbiota, leads to direct excretion of cholesterol products in the feces, decreased cholesterol absorption, and decreased physiological total cholesterol concentration.

#### 3.2.2. Metabolites Reduced by GALP

Many of the metabolites reduced by GALP administration have antioxidant and anti-inflammatory effects.

##### Flavanone

Citrus fruits are rich in flavanones, and flavanones such as naringenin, eriodictyol, and hesperetin exhibit anti-inflammatory and antioxidant effects. Naringenin has the physiological effect of increasing fatty acid oxidation in the liver through upregulation of the gene expression of enzymes involved in peroxisomal beta oxidation in mice [64].

##### Riboflavin

Riboflavin, a water-soluble B2 vitamin, has antioxidant properties and is a central component of flavin adenine dinucleotide (FAD). FAD is a component of many enzymes requiring electron transfer and acts as a cofactor for oxidoreductase enzymes involved in carbohydrate, protein, and fat metabolism and energy production. Antioxidants (vitamin E) are found in fatty liver medications. Vitamin E prevents oxidation of fats in the body, improving the fatty liver state and reducing disease progression. Zeaxanthin is a polyunsaturated fatty acid carotenoid and an antioxidant.

##### Palmitoylethanolamide-2

Palmitoylethanolamide (PEA) is an endocannabinoid-like lipid mediator with widely demonstrated anti-inflammatory, analgesic, antibacterial, immunomodulatory, and neuroprotective effects [65].

##### Myristic Acid and Arachidic Acid

Myristic acid is used as an emulsifier, and arachidic acid is used as a surfactant. A 4 week intervention combining exercise training and dietary restriction in obese subjects was associated with a decrease in the serum fatty acids of myristic acid, stearic acid, arachidic acid, behenic acid, palmitoleic acid, and dihomo-γ-linolenic acid, as well as a decrease in body fat [66].

##### Ursodeoxycholic Acid (UDCA)

Among the reduced metabolities was the secondary bile acid ursodeoxycholic acid (UDCA), which has diuretic, choleretic, anti-inflammatory, digestive, and hepatic ameliorative properties. UCDA is approved by the US Food and Drug Administration for the treatment of primary cholestatic cholangitis. It has also been reported to reduce metabolic dysfunction in mice with HFD-induced obesity [67].

### 3.3. Pathway Analysis of Expression Dissimilarity Genes

#### 3.3.1. KEGG Upregulated

##### Fatty Acid Elongation (mmu00062) and the Biosynthesis of Unsaturated Fatty Acids (mmu01040)

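Among genes of fatty acid elongation, the thioesterase genes Acot1 and Acot3 were called in both GALP pools, and the elongase gene Elovl7 was not. Acot1 (chromosome 12, 85358452 to 85358511) had a log2 ratio of 0.68 ± 0.06 (SD, n = 2 pools), a 1.60-fold increase. The probe standing for Acot3 (chromosome 12, 85401016 to 85401075) had 1.07 ± 0.12 and its second probe 0.94 ± 0.10, and both were called. For Elovl7 (chromosome 13), the brighter probe had 0.43 ± 0.05, with a Feature Extraction p-value under 0.01 on 0 of 4 arrays. Its other probe had 0.92 in the pool with less weight loss and was at least 1.11-fold higher in the pool with greater weight loss.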

The genes ACOT1, ACOT3, and ELOVL7 were categorized in the pathway of fatty acid elongation and the synthesis of unsaturated fatty acids. These genes are involved in fatty acid degradation through β-oxidation and fatty acid elongation and lead to an increase in the percentage of unsaturated fatty acids. Unsaturated fatty acids have generally been found to prevent atherosclerosis and blood clots, lower blood pressure, and reduce LDL cholesterol. Our metabolite analysis showed a high increase in unsaturated fatty acids after GALP administration.

##### Retinol Metabolism (mmu00830)

Retinol is a known regulator of adipocyte differentiation.

##### Melanoma (mmu05218)

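Neither Gadd45b nor Fgfr1 was called by the rule of the methods. Gadd45b (chromosome 10) had a log2 ratio of 0.43 ± 0.07 (SD, n = 2 pools) at its brighter probe, with a Feature Extraction p-value under 0.01 on 2 of 4 arrays and a log2 ratio of -0.02 on 1 of the 4. Its other probe had 0.89 with greater weight loss and was at least 1.32-fold higher with less. Fgfr1 (chromosome 8) has 4 probes. The brightest was well above background in 2 of 4 GALP channels and 0 of 4 control channels, and had a p-value under 0.01 on 0 of 4 arrays. It was at least 1.34-fold higher in the pool with greater weight loss, and at background on both sides in the other.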

The genes classified here included Gadd45b and FGFR1. Gadd45b is thought to be involved in a variety of responses to cell injury, including cell cycle checkpoints, apoptosis, and DNA repair. Recently, evidence has accumulated that Gadd45b deficiency promotes premature aging and skin senescence [68], and FGFR1 has been reported to ameliorate impaired lipid metabolism in mice with non-alcoholic fatty liver disease through upward regulation of the FGF21/FGFR1 pathway [69].

#### 3.3.2. KEGG Downregulated

##### Staphylococcus aureus Infection (mmu05150) and Salmonella Infection (mmu05132)

Obese children reportedly have fewer bifidobacteria and more *Staphylococcus aureus* in infancy than normal-weight children of the same age [70]. GALP administration appeared to reduce the number of bacteria (*Escherichia coli*, *Salmonella*, *S. aureus*, etc.) that produce toxic substances in the intestines.

##### Cortisol Synthesis and Secretion (mmu04927)

Cortisol (corticosterone) in mouse hair has been found to be higher in high-fat diet mice than in normal diet mice [71]. Elevated cortisol has been linked to overeating and metabolic syndrome, and it has also been linked to hypertension, high cholesterol, and insulin resistance.

##### Cushing’s Syndrome (mmu04934)

Cushing’s syndrome is a disease characterized by excessive cortisol secretion and characteristic physical findings. The diagnostic features of metabolic syndrome and Cushing’s syndrome are similar, and it has been proposed that excess cortisol contributes to the development of both conditions.

##### Cholesterol Metabolism (mmu04979)

Decreased cholesterol metabolism leads to obesity reduction. The genes in this category were STAR, SORT1, and PCSK9. 

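Sort1 (chromosome 3) had a log2 ratio of -0.27 ± 0.42 (SD, n = 2 pools) at the brightest of its 4 probes, a change within the spread of the pools, with 0.03 for greater and -0.56 for less weight loss. Of its other probes, those with signal on both sides had 0.08 and -0.39 and the dimmest was at least 1.61-fold lower with greater weight loss and at background on both sides with less. None of the 4 was called. A second Star probe was at least 1.01-fold lower in the pool with greater weight loss and allowed no fold over both pools.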

Steroidogenic acute regulatory protein (StAR) is a transport protein that moves cholesterol from the mitochondrial outer membrane to the inner membrane and is the rate-limiting step in steroid hormone synthesis. SORT1 has been identified as a gene associated with blood LDL cholesterol levels and myocardial infarction risk, and its role in lipid metabolism has been investigated. SORT1 knockout mice fed a high-cholesterol diet showed decreased free cholesterol accumulation in the liver, increased bile acid synthesis, decreased cholesterol secretion in bile, and no gallstone formation [72]. PCSK9 inhibitors are effective treatments for hypercholesterolemia. They prevent degradation of low-density lipoprotein receptors (LDLRs), thereby promoting the uptake of LDL cholesterol into hepatocytes and lowering the level of LDL cholesterol in the blood [73].

##### Bile Secretion (mmu04976): Slco1a1, Sult2a8, and Slc22a7

Bile acid homeostasis plays a direct role in maintaining energy balance and is tightly regulated through the synthesis, reabsorption, and removal of bile acids. The transporter Slco1a1/Oatp1 transports bile acids, thyroid hormones, and various drugs into hepatocytes. SLC22A7/OAT2 may function as a glutamate efflux transporter in hepatocytes and may play an active role in the release of glutamate from the liver into the bloodstream [74]. Like Slco1a1, SLC22A7/OAT2 is involved in the transport of bile acids and drugs into hepatocytes. Recent physiological studies have identified SULT2A8 as the major bile acid-sulfonating enzyme in mice [75], while 7-OH sulfonation of bile acids with SULT2A8 is a pathway for bile acid detoxification, increasing the water solubility of bile acids, limiting enterohepatic recirculation, and promoting fecal excretion (thereby nullifying bile stasis).

### 3.4. Integrated Data Analysis

This study demonstrated that, compared with the control (saline), intranasal administration of GALP had an inhibitory effect on weight gain in obese mice consistently fed a high-fat diet. The observed effects of GALP on feeding may vary according to the route of administration, time of measurement, and animal model. For example, intracerebroventricular administration of GALP to rats results in a large increase in food intake over a short period of 1–2 h [76] and further increases high-fat food intake in DIO rats [77]. However, 24 h after administration, an anti-obesity effect occurs, reducing the food intake and body weight [78]. Conversely, experiments in mice do not show the orexigenic effects seen in rats, and several studies have reported a decrease in food intake and body weight 24 h after intracerebroventricular GALP administration [79,80,81]. Experiments in obese mice have also demonstrated the anti-obesity effects of GALP, as continuous intracerebroventricular administration to ob/ob mice for 14 days results in a sustained decrease in food intake and body weight [82]. These results suggest that the short-term feeding-promoting effect of GALP is rat-specific and that GALP as a whole is an anti-obesity peptide.

The anti-obesity effect of GALP may be due to an increase in energy metabolism, although the detailed mechanism has not yet been elucidated. We have documented an increase in core body temperature and oxygen consumption over an 8 h period following intracerebroventricular administration of GALP in rats [6]. Notably, this increase in body temperature exceeds that induced by capsaicin administration. In addition, astrocytes, a subtype of glial cells within the central nervous system, are activated by GALP [6]. Our analysis of the gene expression levels following GALP administration suggests that GALP-releasing neurons induce expression of the Cox-2 gene in astrocytes, thereby facilitating thermogenesis [6]. GALP has also been shown to upregulate gene and protein expression of the uncoupling protein UCP-1, a specific marker of brown adipose tissue known for its involvement in sympathetically driven thermogenesis. This finding provides evidence that GALP enhances energy metabolism by stimulating peripheral sympathetic nerves. Furthermore, intracerebroventricular administration of GALP induces an increase in fatty acid β-oxidation in the liver and promotes lipolysis in adipose tissue. Thus, the anti-obesity effects of GALP result from improvements in peripheral tissue lipid metabolism via the sympathetic nervous system [9].

The anti-obesity effects of GALP have been established at both the central and peripheral levels, with promising clinical implications. However, previous studies have used either intracerebroventricular or intraperitoneal administration, which are considered impractical for clinical use due to associated pain and safety concerns. We therefore conducted a comprehensive investigation into the anti-obesity potential of GALP through intranasal administration.

Previously, we investigated the brain transfer kinetics of GALP and successfully developed an efficient nasal spray delivery technique. To elucidate the efficacy of intranasal administration, we compared the transfer rates of radioactively iodinated GALP via intravenous, intracerebroventricular, and intranasal routes and found that intranasal administration had a significantly higher brain transfer rate. Indeed, the brain uptake rate of GALP was 3–5 times higher with intranasal than with intravenous administration. There was substantial uptake of GALP in the hypothalamus and hippocampus following intranasal administration, with minimal to no detectable uptake of GALP in the spleen or lymph nodes [8].

We then administered a nasal spray of GALP to wild-type ob/ob and DIO mice. Although no significant changes were observed in the wild-type mice, the two obesity models showed significant reductions in body weight and blood glucose levels [4]. No alterations in locomotor activity or taste aversion were observed, suggesting that the anti-obesity effect of GALP may be due to increased energy metabolism. In support of this, we found that the respiratory quotient was reduced by intranasal GALP. By observing the gene expression of SREBP-1 and FAS, which are involved in fatty acid synthesis in the liver, we confirmed that fatty acid synthesis was suppressed [10]. Research is being conducted to explore novel approaches for the treatment and management of obesity using peptides. Several studies have demonstrated anti-obesity effects following intranasal administration of peptides in both humans and animals. However, few have investigated the effects of peptide intranasal administration using array analysis. Moreover, these studies have not yet reached the practical implementation stage, and clinical application may require a considerable amount of time.

Ours is probably the first study where gene expression and a metabolomics approach have been used to investigate the effects of intranasal GALP administration on the mechanisms of feeding inhibition and weight loss. Feeding inhibition effects may involve an increase in the postprandial satisfaction inducer OEA and a decrease in the expression of genes involved in the synthesis pathway of cortisol, which has an appetite-promoting effect. Weight loss mechanisms may involve decreases in cholesterol and fatty acids, a decrease in cholesterol and adipogenesis gene expression, improvement in fatty acid composition, and changes in antibacterial and anti-inflammatory peptides as well as intestinal microflora (Figure 3).

#### 3.4.1. Feeding Inhibition Mechanism

##### OEA

Omics (gene and metabolite) analyses of the liver after intranasal administration of GALP suggest that OEA and the cortisol synthesis pathway may be involved in appetite suppression. OEA is a type of endogenous N-acylethanolamine that acts as a signal from the gut to the brain and is a target for new treatments for obesity and eating disorders. The inhibition of eating brought about by OEA may result from a combination of humoral pathways, afferent vagal pathways via activation of PPARα, and others [44,83,84,85,86].

##### Cortisol Synthesis-Related Genes

A decrease in cortisol synthesis-related genes was identified by the KEGG pathway as being involved in feeding inhibition. 

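On the single arrays, the log2 ratio was below 0 on all 4 arrays at the probes standing for Hsd3b1, Hsd3b4, Hsd3b5, Nr4a1 and Star. It lay between -1.20 and -0.82 for Nr4a1. For Hsd3b4, well above background in 4 of 4 GALP channels, it was -1.78 and -1.80 on the arrays with greater weight loss. On those with less it was -4.36 and -4.63, so the dye orientations of a pool lay much closer together than the pools. Hsd3b5 had -1.81 and -1.70 with greater and -4.32 and -4.65 with less weight loss. In the latter pool its GALP signal was well above background on 1 of 2 arrays, so 1 of these ratios is only a limit. The Feature Extraction p-value was under 0.01 on 3 of 4 arrays for Star and on all 4 arrays for the other genes.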

Glucocorticoids stimulate food intake [87], and elevated glucocorticoid levels are associated with abdominal fat accumulation [88]. Furthermore, clinical symptoms characterized by high cortisol levels, such as those seen in patients with Cushing’s syndrome and Prader–Willi syndrome, are associated with abdominal obesity [89]. Increased hepatic accumulation of lipids by glucocorticoids is mediated by multiple mechanisms, including increased food intake, stimulation of glycogenesis, stimulation of fatty acid uptake, inhibition of β-oxidation of fatty acids, and increased release of fatty acids from adipose tissue [90,91]. As described above, both OEA and cortisol are likely to be important in their effects on weight loss, as there are many reports of their involvement in lipid metabolism, including beta-oxidation of fatty acids, as well as feeding inhibition.

#### 3.4.2. Weight Loss Mechanism

##### Decreased Expression of Lipid Synthesis-Related Genes

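Lipid and sterol synthesis genes were lower in both GALP pools. Mvd (NM_138656, chromosome 8, 124957750 to 124957809), which encodes an enzyme of the mevalonate pathway, had a log2 ratio of -0.98 with greater and -1.03 with less weight loss, and Gpam had -0.69 ± 0.04 and -1.16 ± 0.04 (SD, n = 2 pools) at its 2 probes. All 3 probes were called. Insig1 had -0.66 ± 0.14 and was called, while its second probe had -0.42 ± 0.11 and was not. Elovl3 was called with -1.20 ± 0.44. For other genes the brightest probe was not called and a dimmer one was. Fdps had -0.29 ± 0.11 (chromosome 3, 88898812 to 88898952) and -1.66 ± 0.20 (88903026 to 88903085), and Sc5d had -0.37 ± 0.09 and -0.80 ± 0.06. Insig2 had -0.58 ± 0.10 and -0.76 ± 0.17, and Fasn had -0.81 ± 0.33 and -0.88 ± 0.37. Me1 was not called at either probe (-0.41 ± 0.07 and -0.61 ± 0.03). Prap1 was called with -3.46 in the pool with greater weight loss and -0.90 in the other, a spread nearly as large as its mean of -2.18. Pnpla5 was well above background in 0 of 4 GALP channels and was at least 2.49-fold lower, and it was not called.

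**Figure D2:**
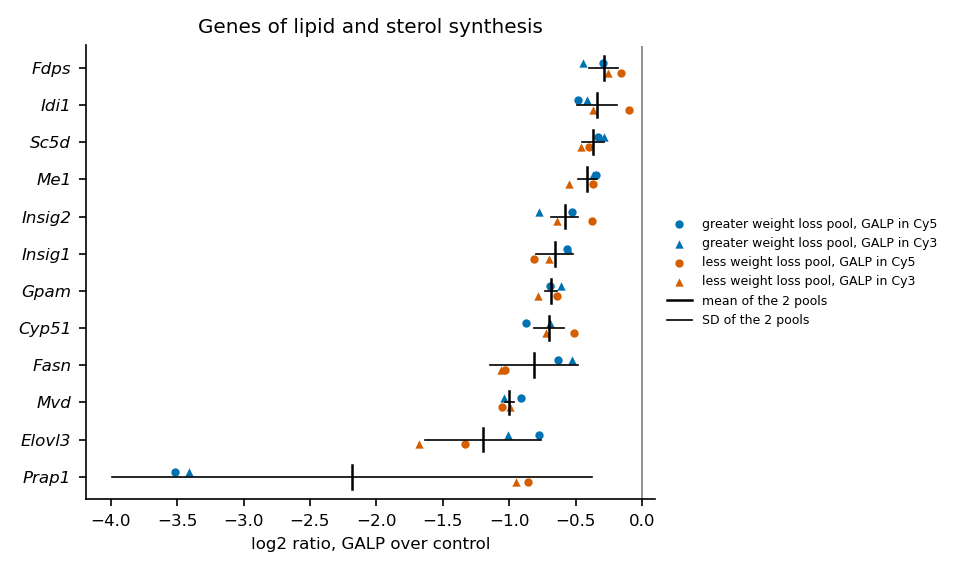
Log2 ratio of GALP over control for 12 genes of lipid and sterol synthesis and storage. Each point is 1 of the 4 arrays, with colour for the GALP pool and marker shape for the dye orientation, each bar is the mean of the 2 pools, and each line is their SD. All the means lie below 0, from -0.29 for Fdps to -2.18 for Prap1.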

DNA microarray analysis revealed that GALP treatment decreased the expression of many lipid synthesis-related genes (lipid and cholesterol synthesis genes (Fdps, Gpam, Mvd, Sc5d, Insig2, Insig1, and Pcsk9), fatty acid synthesis genes (Elovl3, Fasn, and Me1), fat absorption-promoting gene (Prap1), and fat droplet-forming gene (Pnpla5)). PCSK9 inhibitors are particularly effective in the treatment of hypercholesterolemia, lowering blood LDL cholesterol levels by inhibiting the binding of PKSK9 to the low-density lipoprotein receptor (LDLR) and promoting the uptake of LDL cholesterol into liver cells [73]. GALP administration suppressed PCSK9 gene expression, which may be one of the mechanisms of weight loss.

##### Improved Fatty Acid Composition

Unsaturated fatty acids improve insulin efficacy and decrease liver fat mass. Therefore, “switching from saturated to unsaturated fatty acids” is considered important in the treatment of fatty liver disease. Our metabolite analysis revealed that GALP administration predominantly decreased saturated fatty acids and increased unsaturated fatty acids. In addition, pathway analysis showed increases in fatty acid elongation (mmu00062) and biosynthesis of unsaturated fatty acids (mmu01040), both of which promote fatty acid unsaturation. Thus, GALP administration promotes the switch from saturated fatty acids to unsaturated fatty acids.

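Of the genes listed for these pathways, Acot1 and Acot3 were called and Elovl7 was not. Of 4 other elongase and desaturase genes that were examined, Elovl5 had a log2 ratio of -0.46 ± 0.07 (SD, n = 2 pools), Elovl6 -0.35 ± 0.26, Fads1 0.05 ± 0.13 and Fads2 -0.14 ± 0.12. None of the 4 was called. Scd1 had no probe free of outlier marks on all 4 arrays.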

##### Antibacterial and Anti-Inflammatory Peptides and Intestinal Microflora

Excessive intake of a high-fat diet reduces the intestinal barrier function and increases the permeability of the intestinal mucosa, resulting in systemic inflammation and intestinal microbiota abnormalities due to foreign body invasion. Intake of a diet high in fat and calories leads to bulimia and obesity, accompanied by chronic mild systemic inflammation and changes in the intestinal microbiota [92]. Defensins production is induced by infectious stimuli but also by inflammation [93]. Recently, the chronic inflammatory inhibitory effect of defensins has been proposed for the treatment of diabetic wounds [94], and α-defensins have been found to induce a favorable blood metabolic profile, increased systemic lipolysis, and decreased liver fat accumulation [95].

A high-fat diet promotes LPS-induced intestinal barrier dysfunction, and serum LPS is now accepted as a surrogate marker for assessing in vivo intestinal permeability [96]. GALP administration induces *S. aureus* infection (mmu05150) and *Salmonella* infection (mmu05132) pathways, while the antimicrobial peptide defensin expression is highly suppressed. These results suggest that GALP treatment repairs the intestinal microbiota and prevents the movement of inflammatory agents such as LPS, which are associated with the growth of gram-negative bacteria, from the intestinal tract to the liver. Furthermore, the anti-inflammatory effects of OEA treatment have been suggested to shift the composition of the gut microbiota to a “lean-like phenotype” [97,98]. It is also likely that OEA is responsible for the changes in gut microbiota composition induced by GALP administration.

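The genes listed for the *S. aureus* pathway (Cfd, Krt20, Defa1, Defa3, Defa6 and Defa20) and for the *Salmonella* pathway (Fos, Myo6, Pik3c2g and Tuba4a) all had mean log2 ratios below 0, although that of Myo6 was within the spread of the pools at its brightest probe. The Feature Extraction p-value was under 0.01 on all 4 arrays for Defa1, Defa20 and the dimmer Defa3 probe, on 3 of 4 for Cfd and for the brightest Pik3c2g probe, and on 2 of 4 for Defa6 and the brightest Tuba4a probe. It was under 0.01 on 1 of 4 arrays for Fos, Krt20 and the brighter Defa3 probe and on 0 of 4 for the brightest Myo6 probe. The Fos probe has 10 spots and took the largest of their p-values on each array, a stricter condition than for the probes with 1 spot.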

##### Bile Uptake and Excretion

Reabsorption and excretion of bile acids are known to be enhanced by UDCA administration (i.e., UDCA promotes enterohepatic circulation of bile acids) [99]. In addition to a decrease in the expression of bile uptake and excretion-related transporter genes involved in enterohepatic circulation, our results confirm that a reduction in UDCA decreases Slco1a1/OATP1 gene expression. It has long been known that dietary fat stimulates both the synthesis of bile acids and the efflux of bile through the gallbladder, and several studies have shown a direct correlation between fat intake and bile acid secretion and synthesis [100]. 

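Slco1a1 (chromosome 6, 141857034 to 141857092) was called with a log2 ratio of -1.04 in the pool with greater weight loss and -2.96 in the pool with less, a difference that 1 pool per group does not allow to test. Its second probe had -0.51 with greater weight loss and was at least 2.38-fold lower with less. Slc22a7 (chromosome 17, 46569272 to 46569331) was called with -0.64 ± 0.05 (SD, n = 2 pools). Sult2a8 (chromosome 7, 14996296 to 14996355) had -0.52 ± 0.01, a change far larger than the SD of the pools, but was not called, with a Feature Extraction p-value under 0.01 on 2 of 4 arrays.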

In light of these considerations, the possible reasons for the observed decreases in bile uptake- and excretion-related transporter gene expression and UDCA in the present study are as follows: (1) suppression of lipid and cholesterol synthesis-related gene expression by GALP may result in a decrease in the required bile acids, and (2) HFD-induced mild inflammation of the intestinal tract and improved intestinal microflora composition may reduce the need to promote fecal excretion of cytotoxic bile acids and other substances.

##### β-Oxidation of Fatty Acids

Changes in the expression of genes directly involved in the β-oxidation of fatty acids were not evident from the results of our study. However, coenzyme Q10 [101], OEA [102], and linolenic acid [103] are known to be peroxisome proliferator-activated receptor (PPAR) activators. Furthermore, the FMO3 knockdown mice showed significantly decreased expression of genes involved in glycogenesis and lipogenesis, as well as decreased levels of unsaturated fatty acids and expression of PPARα target genes in the liver. Thus, FMO3 may modulate the catabolism of unsaturated fatty acids and indirectly influence PPARα activation [104]. 

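A list of 22 genes of mitochondrial and peroxisomal β-oxidation had 21 genes with a usable probe, all of them well above background in every GALP channel. The median log2 ratio was 0.03 over both pools, -0.02 with greater and 0.06 with less weight loss. Among 10000 random lists of the same size and signal, the median over both pools was at percentile 93.9, that of the pool with greater weight loss at 27.8 and that of the pool with less at 98.5. Single genes ranged from -0.13 ± 0.08 (Eci1) to 0.24 ± 0.13 (Cpt1a), 13 were above 0 and 8 below over both pools, and 0 were called by the rule. With limma, 0 passed an adjusted p of 0.05 over all probes, 0 when adjusted over the list alone, and 2 had an unadjusted p under 0.05, Acads (higher) and Etfa (lower), which are named because of these values.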

PPARs primarily regulate the expression of gene networks involved in adipogenesis, lipid metabolism, inflammation, and metabolic homeostasis. They are activated by dietary fatty acids and their metabolites and thus act as lipid sensors that, when activated, can significantly redirect metabolism. PPARα and PPARγ play important roles in fatty acid catabolism and storage, respectively, and PPARα activation induces liver PPARα/γ. Therefore, intranasal administration of GALP may enhance fatty acid β-oxidation via PPARα activation.

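The arrays carry no direct measure of PPARα activity, but a list of 22 genes that PPARα activates in mouse liver had 19 genes well above background. Their median log2 ratio was 0.15 over both pools, at percentile 100 of 10000 random lists matched on signal, with 0.08 (percentile 99.05) for greater and 0.25 (percentile 100) for less weight loss. As for β-oxidation, these percentiles are not a test of GALP. Of these genes 12 were higher and 2 (Fgf21 and Plin2) lower in both pools, and 2 were called, Acot1 and Acot3. Of the others, Cidec had 0.75 ± 0.01, Acot2 0.42 ± 0.09 and Angptl4 0.35 ± 0.03, while Cyp4a10 had 0.02 ± 0.28, Pdk4 -0.15 ± 0.32 and Fgf21 -0.32 ± 0.33, each within the spread of the pools. With limma, 0 of the 19 passed an adjusted p of 0.05 over all probes, 1 (Cidec) passed when adjusted over the list alone, and 6 had an unadjusted p under 0.05.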

## 4. Materials and Methods

### 4.1. Preparation of the DIO Mice

To observe changes in body weight induced by intranasal GALP administration, the C57BL/6 mice were fed a high-fat diet ad libitum for 14 weeks to create DIO mice (Figure 1). The DIO mice used for GALP administration weighed at least 40 g. The mice continued to have ad libitum access to an HFD throughout the administration of GALP or saline.

All experimental procedures involving animals were approved by the Institutional Animal Care and Use Committee of Hoshi University. The mice were bred and maintained under specific pathogen-free conditions in the animal facility of Hoshi University.

### 4.2. Intranasal Administration of GALP to the DIO Mice

Sixteen DIO mice were divided into two groups, GALP administration and control (saline) (*n* = 8 per group), and acclimatized for 1 week with once-daily intranasal administration of 2 µL of saline. Intranasal administration was performed by pushing a plastic 10 μL gel-loading pipette tip attached to a 10 μL micropipette through the naris.

Porcine GALP (1–60) purchased from Bachem AG (Bubendorf, Switzerland) was dissolved in saline containing 5% α-cyclodextrin to a concentration of 1 nmol. After acclimatization, the mice received once-daily intranasal administration of GALP or saline for 11 consecutive days. The body weights were measured at the time of each intranasal administration.

Statistical analyses were performed using GraphPad Prism 7 (GraphPad Software, Boston, MA, USA). A Student’s *t* test was used to compare between the two groups. Data are presented as median ± standard deviation (SD).

### 4.3. Dissection and Sampling

After completion of the GALP or saline treatment, the animals were sacrificed by decapitation. The livers were sampled, immediately powdered in liquid nitrogen, and stored at −80 °C until total RNA extraction and metabolome analyses.

### 4.4. DNA Microarray Analysis

Total RNA was extracted from the powdered mouse liver tissue using an RNeasy Mini Kit (74104, Qiagen). To verify the quality of this RNA, the yield and purity were determined spectrophotometrically with DS-11 (DeNovix, Wilmington, DE, USA) and confirmed using formaldehyde-agarose gel electrophoresis. To check the quality of the synthesized cDNA using an Affinity Script QPCR cDNA synthesis kit (600559, Agilent), a PCR reaction was performed to confirm the expression of house-keeping genes (beta-actin or GAPDH) using Emerald Amp PCR Master (RR300A, Takara, Japan). The PCR products were separated on a 1.5% agarose gel and visualized with ethidium bromide staining under UV light.

The total RNA extracted from the liver tissue of the control mice (*n* = 8) was pooled, and 500 ng were used for DNA microarray analysis. The total RNA extracted from the liver tissue of the GALP-treated mice was used for DNA microarray analysis in two groups: those with greater weight loss (*n* = 4) and those with less weight loss (*n* = 4) (Whole Mouse Genome DNA Microarray 4x44K, G2514F). The microarray experiments were performed as described previously [11,12]. Briefly, to select differentially expressed genes with the dye-swap approach, the total RNA (500 ng) was labeled with either Cy3 or Cy5 dye using an Agilent Low RNA Input Fluorescent Linear Amplification Kit (Agilent Technologies Inc., Santa Clara, CA, USA). Fluorescently labeled targets of the control and GALP-treated samples were hybridized to the same microarray slide with 60 mer probes. A flip labeling (dye-swap or reverse labeling with Cy3 and Cy5 dyes) procedure was followed to nullify the dye bias associated with unequal incorporation of the two Cy dyes into cDNA. Hybridization and washing processes were performed according to the manufacturer’s instructions, and the hybridized microarrays were scanned using an Agilent Microarray G2505C scanner.

Initially, in the process of identifying the genes involved in GALP-induced weight loss in the microarray analysis, we thought it would be effective to group the genes according to the degree of weight loss. However, as there was no significant difference between the results of each group, we decided to proceed with the analysis by selecting the genes that showed common expression changes in each group, as shown below. 

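With 1 pool per group, the difference between greater and less weight loss cannot be tested. Over the 15714 probes well above background in at least 1 channel of every array, 562 (3.58%) were more than 1.5-fold apart, 289 higher with greater and 273 higher with less weight loss. The correlation of the pools across these probes, which are not independent replicates, was r = 0.30 (rho = 0.49), and 68.3% had the same sign. Because both pools share 1 control pool, some correlation arises without any effect of GALP. Simulated unchanged pools gave r = 0.341, rho = 0.324 and 61.0% with the same sign, and r = 0.249, rho = 0.236 and 57.9% when array noise was added. Of the 78 probes called in both pools, 15 were more than 1.5-fold apart, and 24 changed more with greater and 54 more with less weight loss. When each pool was taken alone, 35 probes were called in opposite directions, 3 of them (Myh4, Serpina4-ps1 and Tff3) higher with greater and lower with less weight loss and 32 the reverse. With normexp background correction and loess, 99 probes were more than 1.5-fold apart.

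**Figure D3:**
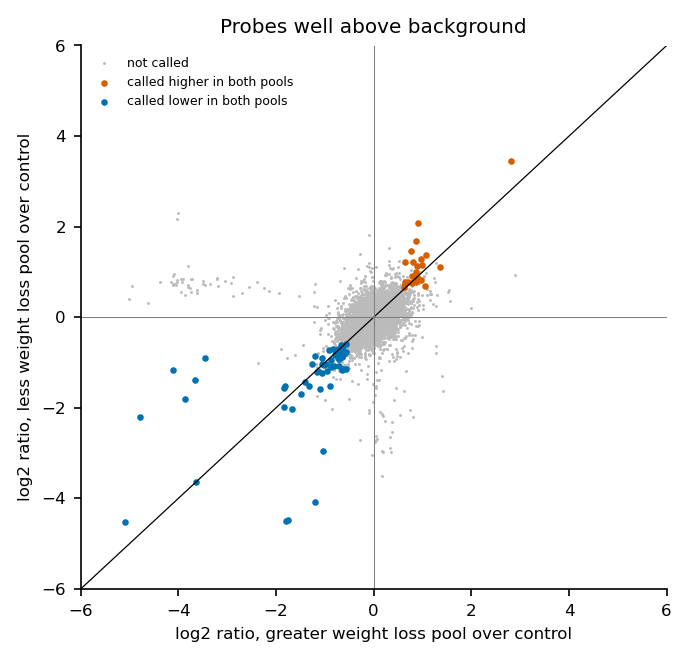
Log2 ratio of GALP over control in the pool with greater weight loss (x axis) and the pool with less weight loss (y axis), 1 point per probe well above background in at least 1 channel of every array, with the 24 probes called higher and the 54 called lower in colour and a diagonal of equality. A group of probes far to the left of the diagonal is low only with greater weight loss, and another far under it is low only with less weight loss.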

To detect significantly differentially expressed genes between the control (*n* = 8) and GALP-treated (greater weight loss; *n* = 4) groups and between the control and GALP-treated (less weight loss; *n* = 4) groups, each slide image was processed with Agilent Feature Extraction software (version 9.5.3.1). This program measures the Cy3 and Cy5 signal intensities of whole probes. As dye-bias tends to be dependent on the signal intensity, the software selected probes using a set with a rank consistency filter for dye normalization. Said normalization was performed with locally weighted linear regression (LOWESS), which calculates the log ratio of dye-normalized Cy3 and Cy5 signals as well as the final error of the log ratio. The significance (P) value is based on the propagation error and universal error models. In this analysis, the threshold of significant differentially expressed genes was <0.01 (for the confidence that the feature was not differentially expressed). Erroneous data generated due to artifacts were eliminated before data analysis using the software.

The Functional_Categories (KEYWORDS) and pathway (KEGG pathway) of the list of variable genes selected following DNA microarray analysis were analyzed using Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8.

The obtained whole-genome DNA microarray data of the GALP experiment was submitted to NCBI’s GeneExpression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE243376; accessed on 30 October 2023) and is available under the GEO with series accession number GSE243376.

### 4.5. Mouse Liver Metabolome Analysis by LC-TOFMS

The combined liver powder samples from each treatment group of eight mice were further ground in liquid nitrogen before use for downstream liquid chromatography/time-of-flight/mass spectrometry (LC-TOFMS) pretreatment.

The pooled liver powder was weighed (control: 32.9 mg; GALP: 31.7 mg), and 500 μL of 1% formic acid-acetonitrile solution (internal standard concentration: 10 μL) was added. The mixture was crushed once at 1500 rpm for 120 s using a crushing machine under cooling, 167 μL of Milli-Q water was added, and more crushing was performed at 1500 rpm for 120 s. After centrifugation (2300× *g*, 4 °C, 5 min), the supernatant was collected. To the precipitate, 500 μL of 1% formic acid-acetonitrile solution and 167 μL of Milli-Q water were added and stirred. After a second centrifugation (2300× *g*, 4 °C, 5 min), the supernatant was collected again and mixed with the previous supernatant. This combined supernatant was transferred to two 300 µL × 300 µL tubes (Nanosep 3K Omega, Pall Corporation, Port Washington, NY, USA) and centrifuged (9100× *g*, 4 °C, 120 min) for marginal filtration treatment. Phospholipids were removed using solid phase extraction, and the filtrate was dried, dissolved in 200 μL of 50% isopropanol solution (*v*/*v*), and subjected to LC-TOFMS measurement.

For both the cationic metabolites (positive mode) and anionic metabolites (negative mode), the LC system was an Agilent 1200 series RRLC system SL (Agilent Technologies Inc., Santa Clara, CA, USA), and the MS system was an AgilentLC/MSD TOF (Agilent Technologies). The analytical conditions were as follows: the column was an ODS column (2 × 50 cm, 2 μm), mobile phase A was H_2_O/0.1% HCOOH, mobile phase B was isopropanol: acetonitrile: H_2_O (65:30:5)/0.1% HCOOH, 2 mM HCOONH4, the gradient conditions were 0–0.5 min = B 1%, 0.5–13.5 min = B 1–100%, and 13.5–20 min = B 100%, and the flow rate was 0.3 mL/min. The detected peaks (57 cation and 47 anion) were searched against all substances registered in the HMT Metabolite Library and the Known-Unknown Library based on the *m*/*z* and MT values.

## 5. Conclusions

This controlled study examined the effects of intranasal GALP administration in obese mice with continuous access to a high-fat diet. We found that the expression of genes related to lipid and cholesterol synthesis in the liver was suppressed after intranasal administration of GALP. 

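The 14 genes of lipid and cholesterol synthesis that the study names were lower in both GALP pools at the probe standing for each gene, with a median log2 ratio of -0.67 (-0.62 with greater and -0.69 with less weight loss). Of these, Mvd, Gpam, Insig1, Elovl3 and Prap1 were called at that probe. At an unadjusted limma p under 0.05 there were 9, at an adjusted p over all probes 0, and 2 (Mvd and Gpam) when adjusted over the list alone, which is not independent evidence because the study chose the list on these arrays. For genes of the same pathways that the study does not name, the median of 17 sterol synthesis genes was -0.35, with -0.38 for greater and -0.24 for less weight loss, and 15 of them were lower in both pools. Hmgcs1 had -0.58 ± 0.21 (SD, n = 2 pools) and Sqle -0.53 ± 0.31. The median of 13 fatty acid synthesis genes was -0.29, with -0.17 for greater and -0.23 for less weight loss, and 10 were lower in both pools. Dgat2 was higher (0.24 ± 0.01). With limma, 0 genes of either list passed an adjusted p over all probes. An unadjusted p under 0.05 was reached by 7 sterol and 3 fatty acid synthesis genes (Elovl5, Thrsp and Dgat2), and 5 sterol synthesis genes (Pmvk, Fdft1, Lss, Hsd17b7 and Stard4) and 0 fatty acid synthesis genes passed when adjusted over the list alone. These genes are named because of their values. Neither list had a called probe among those standing for its genes. The medians of these lists over both pools were below all of 10000 random lists matched on signal. Since genes of 1 pathway can vary together, which random lists leave out, that position is not a test of GALP. With normexp background correction and loess, which moved them most, they were -0.19 and -0.14. From the decrease of these genes together with the lipid metabolome of the liver, the paper proposes that GALP counters obesity by reducing food intake and by improving the lipid metabolism of the liver.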

Lipid metabolome analysis of the livers showed an increase in the factors involved in feeding inhibition, a possible increase in fatty acid oxidation, and an improvement in fatty acid composition. Taken together, these findings suggest that the anti-obesity effects of GALP may occur through feeding inhibition as well as through improvement of hepatic lipid metabolism. These results suggest that intranasal administration of GALP may be an effective means of obesity prevention and treatment. Our research group intends to further analyze the detailed mechanism of the anti-obesity effect of intranasal administration of GALP and conduct experiments for future clinical application to humans.

## Figures and Tables

**Figure 1:**
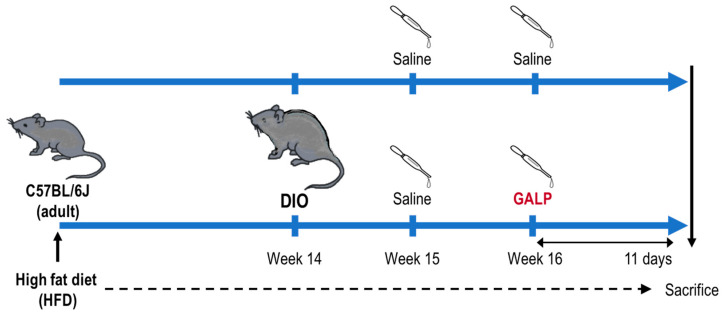
Experimental design and schedule of intranasal galanin-like peptide (GALP) for investigating changes in body weight of diet-induced obese (DIO) mice.

**Figure 2:**
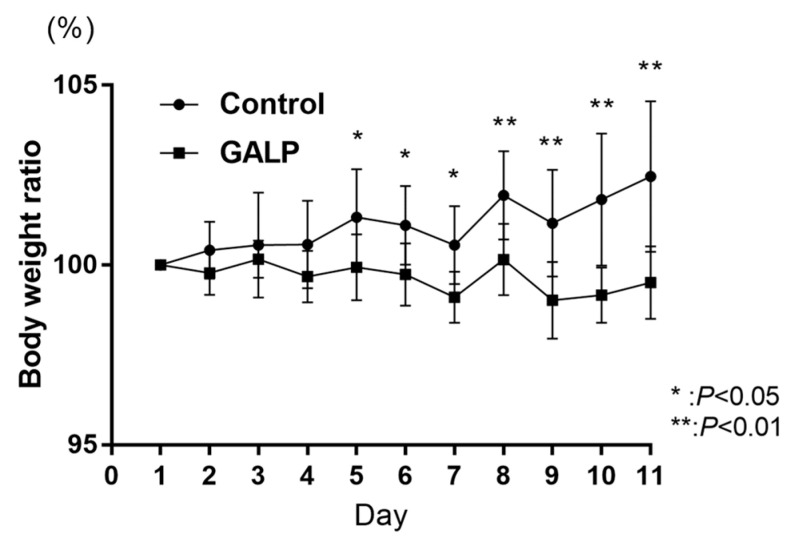
Change in body weight of diet-induced obese (DIO) mice receiving high-fat diet and intranasal saline or galanin-like peptide (GALP). Body weight on day 1 of treatment is shown as 100%, and *p*-values are for control vs. GALP treatment.

**Figure 3:**
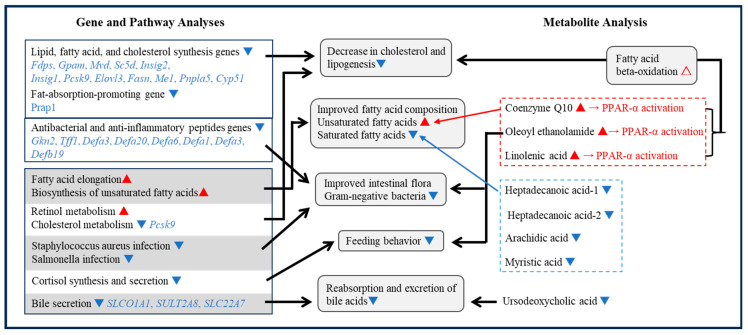
Molecular factors involved in the anti-obesity effect of GALP in the livers of DIO mice. ▲ (Red) = increased, ▼ (Blue) = decreased, and △ (Red) = estimated increase.

**Table 1:** Genes whose expression (fold-change) was altered most in the livers of diet-induced obese (DIO) mice by intranasal administration of GALP. (left) Top 20 genes with increased expression. (right) Top 20 genes with decreased expression.

Gene Name	Fold-Change	Gene Name	Fold-Change
*Fmo3*	10.94	*Gkn2*	0.04
*Wfdc3*	3.36	*Tff1*	0.08
*Lyve1*	3.09	*Defa3*	0.13
*Mt2*	3.05	*Hsd3b4*	0.17
*Olfr1342*	2.94	*Hsd3b5*	0.17
*Aldh1a3*	2.72	*Defa20*	0.18
*Mt1*	2.59	*Clca1*	0.23
*Mt1*	2.58	*Defa6*	0.24
*Slc22a26*	2.57	*Moxd1*	0.25
*Mt1*	2.55	*Defa1*	0.27
*Mt1*	2.55	*Cyp26a1*	0.27
*Mt1*	2.52	*Pnpla5*	0.28
*Mt1*	2.51	*Pdia6*	0.30
*Mt1*	2.50	*Slco1a1*	0.31
*Mt1*	2.49	*Prap1*	0.31
*Mt1*	2.48	*Fdps*	0.32
*Lrtm2*	2.48	*Pik3c2g*	0.38
*Mt1*	2.46	*Defb19*	0.39
*Fgfr1*	2.39	*Krt20*	0.39
*Krt23*	2.37	*Hsd3b1*	0.40

**Table 2:** Metabolites increased (>1.5-fold difference) or reduced (<0.75-fold difference) in the livers of diet-induced obese (DIO) mice treated with intranasal GALP based on lipid metabolomics analysis. ID consists of the initial letter and serial number of the measurement mode, P indicates positive mode, and N indicates negative mode. Metabolites classified as monounsaturated (polyunsaturated) fatty acids, saturated fatty acids, and fatty acids are highlighted in cream, dark gray, respectively. Endocannabinoids are shown in blue letters and bile acids in green letters. Red, increased; Blue, decreased.

ID	Compound Name	Relative Area		Comparative Analysis
		Vehicle	GALP	Ratio
				GALP vs Vehicle
P_0057	Coenzyme Q10	N.D.	0.0001	1<
P_0043	Hydroxyprogesterone caproate	N.D.	0.0001	1<
P_0010	Oleoyl ethanolamide AEA(18:1)	0.0002	0.0006	3.38
P_0052	1,2-Dipalmitoyl-glycero-3-phosphoethanolamine	0.0003	0.0006	2.22
P_0023	AC(14:0)-1	0.0001	0.0001	2.18
N_0031	Erucic acid	0.0000	0.0001	1.99
N_0037	Deoxycholic acid	0.0000	0.0000	1.84
P_0028	5α-Cholestan-3-one-2	0.0001	0.0002	1.72
N_0047	Taurocholic acid	0.0350	0.0596	1.70
N_0046	Taurochenodeoxycholic acid	0.0047	0.0078	1.65
N_0012	Linolenic acid	0.0000	0.0000	1.57
P_0042	AC(18:0)-2	0.0002	0.0003	1.52
P_0025	2-Arachidonoylglycerol	0.0013	0.0019	1.51
N_0030	FA(22:3)	0.0001	0.0000	0.74
P_0049	α-Tocopherol acetate	0.0006	0.0004	0.73
N_0011	Heptadecanoic acid-2 FA(17:0)-2	0.0001	0.0001	0.67
P_0038	γ-Tocopherol	0.0003	0.0002	0.67
P_0050	Zeaxanthin	0.0001	0.0000	0.67
N_0023	Arachidic acid	0.0001	0.0000	0.66
P_0006	Palmitoylethanolamide-2	0.0004	0.0003	0.62
P_0048	AC(22:0)	0.0003	0.0002	0.61
P_0016	AC(13:1)	0.0003	0.0002	0.59
N_0003	Myristic acid	0.0001	0.0001	0.59
P_0008	AC(10:0)	0.0019	0.0011	0.56
N_0001	FA(12:0)	0.0001	0.0000	0.50
N_0010	Heptadecanoic acid-1 FA(17:0)-1	0.0001	0.0000	0.48
N_0004	FA(15:0)	0.0000	0.0000	0.45
N_0008	FA(17:1)-1	0.0000	0.0000	0.39
P_0024	Riboflavin	0.0001	0.0000	0.23
P_0047	AC(20:0)-1	0.0001	N.D.	<1
N_0009	FA(17:1)-2	0.0000	N.D.	<1
P_0001	Flavanone	0.0004	N.D.	<1
N_0038	Ursodeoxycholic acid	0.0000	N.D.	<1
	Mono (Poly) unsaturated fatty acid			
	Saturated fatty acid			
Endocannabinoids				
Bile acid				

FA indicates fatty acid, AC indicates acylcarnitine, and the numbers in parentheses indicate the number of carbons and double bonds. ID consists of the initial letter and serial number of the measurement mode, where P indicates positive mode and N indicates negative mode. N.D.: Not Detected. Analyzed, but below detection limit.

**Table 3:** Results of KEGG pathway analysis of the genes whose expression levels were altered in the livers of DIO mice by intranasal administration of GALP. The pathways to be described further in the Discussion section are shown in red.

**Category KEGG_PATHWAY**		
**UP**		
mmu00062	Fatty acid elongation	ACOT1, ELOVL7, ACOT3
mmu01040	Biosynthesis of unsaturated fatty acids	ACOT1, ELOVL7, ACOT3
mmu00140	Steroid hormone biosynthesis	CYP2B13, SULT1E1, CYP2B10
mmu00830	Retinol metabolism	ALDH1A3, CYP2B13, CYP2B10
mmu04010	MAPK signaling pathway	GADD45B, MAP3K6, FGFR1
mmu04978	Mineral absorption	MT2, MT1
mmu04913	Ovarian steroidogenesis	ACOT1, ACOT3
mmu05218	Melanoma	GADD45B, FGFR1
**Down**		
mmu05150	*Staphylococcus aureus* infection	CFD, DEFA6, DEFA3, DEFA1, DEFA20, KRT20
mmu04927	Cortisol synthesis and secretion	NR4A1, HSD3B4, HSD3B5, STAR, HSD3B1
mmu04925	Aldosterone synthesis and secretion	NR4A1, HSD3B4, HSD3B5, STAR, HSD3B1
mmu04913	Ovarian steroidogenesis	HSD3B4, HSD3B5, STAR, HSD3B1
mmu04934	Cushing syndrome	NR4A1, HSD3B4, HSD3B5, STAR, HSD3B1
mmu00900	Terpenoid backbone biosynthesis	FDPS, IDI1, MVD
mmu00140	Steroid hormone biosynthesis	HSD3B4, HSD3B5, CYP2C66, HSD3B1
mmu04915	Estrogen signaling pathway	TFF1, FOS, KRT20, HSPA1A
mmu04979	Cholesterol metabolism	STAR, SORT1, PCSK9
mmu04621	NOD-like receptor signaling pathway	DEFA6, DEFA3, DEFA1, DEFA20
mmu04024	cAMP signaling pathway	HCN4, SUCNR1, PDE4B, FOS
mmu05202	Transcriptional misregulation in cancer	DEFA6, DEFA3, DEFA1, DEFA20
mmu04976	Bile secretion	SLCO1A1, SULT2A8, SLC22A7
mmu05132	*Salmonella* infection	MYO6, PIK3C2G, FOS, TUBA4A
mmu00100	Steroid biosynthesis	SC5D, CYP51
mmu04010	MAPK signaling pathway	EFNA1, NR4A1, FOS, HSPA1A

## Data Availability

The data presented in this study are available in the article and submitted databases (GEO). The raw data are available upon a reasonable request from the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms242115825/s1.

How the deposited data were processed for this re-analysis (not part of the article)

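Liver RNA of diet-induced obese mice was compared on 4 Agilent arrays of 1 slide. Two-channel hybridisations set a pool of GALP-treated mice with greater weight loss (4 mice) and a pool with less weight loss (4 mice) against the same pool of saline-treated mice (8 mice), each with both dye orientations.

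The authors scanned the slide, and per the file headers Feature Extraction 12.0.3.1 subtracted the background and normalized the dyes by LOWESS to give the processed intensity of each channel. The deposited log10 ratio of each spot is that of the processed Cy5 signal over the processed Cy3 signal, and it was set to 0 by the software where both signals had been replaced by a substitute at background. The deposited p-value of each log10 ratio comes from the error model of the same software and compares the extracts on 1 array. The deposited series table holds the same log10 ratios turned to GALP over control, apart from the spots set to 0. It was used as an alternative.

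The log10 ratios were converted to log2 and turned to GALP over control. Spots with an outlier mark were left out, spots of the same probe were averaged, and the 2 arrays of a pool were averaged, since they carry the same extracts. The p-value of a probe on an array was the largest among its spots. The pools are the replicates (n = 2). The labels give the weight loss group for the control channel too, whereas the paper describes 1 control pool of 8 mice, and the control was treated as the same pool on all arrays. It is 1 sample and its deviation from other control mice enters every ratio, so the tests leave out the spread of the control. Each array held 43379 spots, and the number of arrays limits the precision.

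The rule of the methods was read strictly, as the paper does not state on how many arrays its threshold must hold. It asked for a fold over 1.5 or under 0.75 in both pools. It also asked for a Feature Extraction p-value under 0.01 and the same direction, both on all 4 arrays. The test was limma 3.58.1 in R 4.3.3, with lmFit and eBayes on the 2 pool ratios against 0 and Benjamini-Hochberg adjustment over 41037 probes, with 1 residual degree of freedom. No group held 3 samples, so other splits of the samples were not counted.

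A probe that was not well above background on 1 side was given as a limit, from the processed signals of the software and the background level of each array. The limits were first computed on normexp-corrected signals and were changed to the processed signals after they had been seen, because the offset of 50 added by normexp pulls limits toward 1. For Gkn2 the limit was 1.58-fold before the change and 8.62-fold after it.

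Medians of gene lists used 1 probe per gene, that with the highest mean signal, and left out genes at background on every array. Each median was placed among 10000 random lists of the same size matched on 10 bins of signal, and a median beyond the central 95% of these counts as outside. Random lists leave out that genes of a list can vary together, so the percentiles are not p-values for GALP. The lists were β-oxidation, sterol synthesis, fatty acid synthesis, PPARα targets, male-biased and female-biased liver genes, sex chromosome genes, immediate early and heat shock genes, glucocorticoid targets, clock genes of the Bmal1 and Per phases, and markers of stomach and intestine, pancreas, adrenal, adipose tissue, kidney and skeletal muscle, beside the genes that the study names. The list of skeletal muscle markers was written after the values were seen.

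The genes named in the text are those of Table 1, Table 3 and the discussion of the arrays, and the 10 called probes with the largest fold each way. The rule, the test, the lists other than skeletal muscle and most alternatives were chosen before the data were examined. The alternatives were normexp background correction with loess, centring, the series table, no filter on outlier marks, a filter on signal, other units and p rules, each dye orientation alone, each pool left out, and for limma an intensity trend, a wider standard error and the pool as a random block. The arithmetic mean of the 4 ratios, the most extreme spot of a gene, and a rule without p-value counted by spot were added after the values were seen.

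Both procedures were tested on simulated data. With limma, 0 of 200 probes changed by 3 on the log2 scale were recovered over 41037 probes and 100 of 200 over the 15714 probes with signal, with 0 false calls. Both runs drew their noise from the pool differences of all probes, so the second does not give the power on probes with signal. The rule recovered 200 of 200 probes changed by 1.5 on the log2 scale. Its simulation held only the error given by the software, no spread between pools, and changed probes with signal in every channel. It therefore checks the code and not the reliability of the rule.

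Probe positions are on mm9 as the file headers give it. Names were looked up in a RefSeq table, which held the accessions of 29416 probes (71.4%). Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and data.table 1.17.8 in R, were used. The pathway enrichment and the lipid metabolome were not analysed here, and the values of some genes that the paper names are not reported here.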

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

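The tests of pancreas and skeletal muscle tissue, of time of day, of dye bias and normalization for the lists below, and of the single control pool were chosen after the results were seen, whereas those of the sterol pathway and of sex-biased genes were set earlier.

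Of 17 gene lists that were not taken from the study, 6 had medians outside the random lists in the same direction in both GALP pools. Random lists draw genes singly, whereas genes of a list can vary together between samples, so a percentile does not test GALP. Adipose markers, for example, lay outside in both pools but in opposite directions (percentiles 99.32 and 0.17). The PPARα targets include Acot1 and Acot3, which the paper discusses. The median log2 ratio over both pools was -0.35 for sterol synthesis, -0.29 for fatty acid synthesis, 0.15 for PPARα targets, -0.20 for male-biased liver genes, 0.18 for female-biased liver genes and 0.29 for clock genes of the Per phase. Dye bias would turn the sign with the dyes, but the median kept its sign in both orientations for 6 of these 6 lists. The authors' normalization is argued against as the whole cause for the 5 lists other than PPARα targets, since for 5 of 5 the medians of both pools stayed outside the random lists with normexp and loess. For the PPARα targets the median with less weight loss was then at percentile 100, but that with greater weight loss was at percentile 95.04, inside the random lists, so for this list the normalization cannot be told apart from an effect of GALP. All ratios share 1 control pool, and a deviation of that pool from other saline-treated mice cannot be told apart from an effect of GALP, since no second control pool was hybridised.

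For sterol synthesis, the test asked whether the decrease of the genes that the study names extends to 17 genes that it does not name. Their median of -0.35 lay below all random lists. The decrease thus extends beyond the named genes, with the deviation of the control pool still open. Since -0.35 is the flagged median itself, the test does not explain that median. For fatty acid synthesis and PPARα targets no explanation beyond those of the 6 lists was tested.

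The male-biased genes had medians of -0.10 with greater and -0.43 with less weight loss, and 11 of 19 were lower in both pools. Of the 15 female-biased genes, 11 were higher in both pools. Called genes with a known sex bias, such as Hsd3b5, Slco1a1 and Moxd1, which were lower, moved the same way, and the median of -0.20 in male-biased genes outside that set is consistent with a shift toward the female pattern. Livers of female mice in the GALP pools are argued against, because Ddx3y, Eif2s3y and Kdm5d, which only male mice express, had a median of -0.11, far from the loss that female livers would bring. With limma, 0 male-biased and 0 female-biased genes passed an adjusted p over all probes, while 5 male-biased genes (Mup1, Mup3, Ugt2b38, Susd4 and Nox4, all lower) and 2 female-biased genes (Cyp3a16 and Cyp2a4, both higher) had an unadjusted p under 0.05. Adjusted over the list alone, 0 male-biased genes and 1 female-biased gene (Cyp2a4) passed. These genes are named because of their values, and by the rule of the methods Mup1 was called.

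Of 9 clock genes of the Per phase, 8 were higher in both pools. With limma, 6 had an unadjusted p under 0.05, 6 passed when adjusted over the list alone and 0 over all probes. A different time of day of dissection would lower the genes of the opposite phase, and the median of the 4 Bmal1 phase genes was -0.27. However, Cry1 in that list was higher (0.58) and Nr1d1 in the Per list lower (-0.53). Time of day and an effect of GALP cannot be told apart for these genes, since the times of dissection are not in the labels.

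Pancreas markers differed between the pools by a median of 4.58 on the log2 scale, less minus greater weight loss, which was not tested because each pool is 1 sample. Their median was -3.74 with greater and 0.80 with less weight loss. All 21 markers used, including Ins2 (-4.02 and 2.18), were lower in the first and higher in the second, and 20 were well above background in the control channel of every array. Dye bias is argued against by the same sign on both arrays of each pool for 21 of 21 markers, and the authors' normalization by a median of -2.69 with greater weight loss under normexp and loess. Pancreas tissue attached to liver samples of the control pool and of the pool with less weight loss may explain the pattern, as 21 of 21 markers, exocrine and endocrine, moved together. The difference in weight loss itself cannot be told apart, with 1 pool per group.

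Skeletal muscle markers differed by -1.73, less minus greater weight loss, also untested. The median was 0.12 with greater and -1.29 with less weight loss. With greater weight loss it was 0.37 with GALP in Cy5 and -0.07 with GALP in Cy3, and with less weight loss -1.48 and -0.92. Dye bias is argued against for the decrease. In the pool with less weight loss, 16 of 19 markers had the same sign on both arrays. With normexp and loess the median was -0.13, still below all random lists, which argues against the authors' normalization as the cause of the direction. The size was not kept, and only 5 of the 19 markers were well above background in every GALP channel. How much of the -1.29 comes from the processing is left open. Skeletal muscle tissue in samples of the control pool and of the pool with greater weight loss may explain the median of -1.29. That median is part of the flagged difference, and its list was written after the values were seen, so it is no independent test. Here too the difference in weight loss cannot be told apart, with 1 pool per group. A mislabelled pool was not tested.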

How the results depend on the processing

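The arithmetic mean of the 4 arrays' ratios, the most extreme spot of each gene, the rule by spot with no p-value and the rule with no condition on direction were tests chosen after the results were seen. No paired analysis was possible because each GALP pool was compared with the same control pool. Centring on each array's median moved no value and carries no information.

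The number of probes called by the rule, 24 higher and 54 lower, was also found with the series table, without the filter on outlier marks, among probes well above background and with the fold taken from the mean of the pools. It was 30 and 54 by spot, 22 and 50 by gene and 24 and 51 with the same fold both ways. With normexp and loess it fell to 9 and 26, all of them shared with the 24 and 54. The offset of normexp draws ratios of weak spots toward no change. A p-value under 0.01 on at least 1 array of each pair gave 53 and 166, and no p rule gave 154 and 360, with the same direction on all 4 arrays still required, fewer conditions by construction. That alternative had been written down as the fold alone, and without the condition on direction, which was tried after the counts were seen, 260 were higher and 704 lower. The arrays with GALP in Cy5 alone gave 133 and 139, and those with GALP in Cy3 alone 140 and 156. With 1 pool left out, 96 to 120 probes were higher and 149 to 163 lower, which is due to the conditions on the other pool being dropped. By spot, with the fold on every array and no p-value or filter, 53 were higher and 165 lower.

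By limma, 0 probes were higher and 0 lower, with 2049 and 2710 at an unadjusted p under 0.05. The count stayed at 0 with no filter on outlier marks (2062 and 2730 unadjusted), an intensity trend (1545 and 2227), a wider standard error for the control pool (1320 and 1800) and the series table (1642 and 1593). It was 52 and 66 with normexp and loess (smallest adjusted p 0.0289), of which 39 of 118 were called by the rule, and 39 and 67 with the 4 arrays fitted with the pool as a random block (0.00329), of which 23 of 106 were called by the rule. In that fit the arrays of a pool count as replicates, with a consensus correlation of -0.389. Among probes well above background it was 0 and 1, Tff1 (0.0239), with 1378 and 2034 unadjusted. In the pool with less weight loss Tff1 is at its limit, so its small SD and this p rest on a value at background. Over these alternatives the smallest adjusted p ranged from 0.00329 to 0.619. The cause of the change with normexp and loess was not tested. Leaving out a pool gave no count, since 1 pool leaves no residual degree of freedom.

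The number of probes over 1.5-fold apart between the pools, 562, was 99 with normexp and loess, 1225 with GALP in Cy3 alone, 808 with GALP in Cy5 alone, and 6231 among all probes, which include those at background. The cause of the difference with normexp and loess was not tested.

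The median of sterol synthesis genes, -0.35, stayed below 0 under each alternative. It was -0.19 with normexp and loess, -0.24 with the mean over all probes of a gene, and -0.38 to -0.24 without each pool. That of fatty acid synthesis, -0.29, was -0.14 and -0.14 under the same alternatives and -0.23 to -0.17 without each pool. The cause was not tested. Stomach and intestine markers, 0.00, had 0.051 to 0.18 without each pool. Female-biased genes, 0.18, had 0.26 with GALP in Cy3 alone and 0.21 to 0.28 without each pool. A median over both pools can lie outside the medians of the single pools. The medians of β-oxidation, PPARα targets, male-biased genes and immediate early genes moved by less than the SD of the pools under every alternative, but that of β-oxidation was -0.02 without pool 2 and that of the immediate early genes 0.12 with GALP in Cy5 and -0.26 with GALP in Cy3. Male-biased genes had -0.43 without pool 1 and -0.10 without pool 2, and PPARα targets, 0.15, had 0.25 and 0.08. A mean of 2 pools always lies within their SD of each pool, so staying within it when a pool is left out carries little information.

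Of 68 named genes, 47 moved by more than the SD of the pools with normexp and loess, 20 with GALP in Cy5 alone, 20 with GALP in Cy3 alone, 0 with the series table and 2 with the arithmetic mean. The most extreme spot moved 7 of 21. No called gene changed sign. Myo6 changed sign with normexp and loess (0.03) and without pool 1 (0.01), and Sort1 without pool 2 (0.03). Signal over background limits the dim genes, for which only a bound is given.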

Differences from the paper's values

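The combinations of rules, the arithmetic mean of the 4 ratios and the most extreme spot of each gene were tests chosen after the results were seen.

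The paper's number of genes with increased expression is 165, and 24 probes were called higher. Of the alternatives set before the data were examined, no p rule with the same direction on all arrays (154), the arrays with GALP in Cy5 only (133) or in Cy3 only (140) and the pool with greater weight loss alone (120) came within 1.5 times of the paper's count. The first of these had been written down as the fold alone, which without the condition on direction gives 260 and does not come within it. Normexp and loess (9), centring (24), the series table (24), no filter on outlier marks (24), probes well above background (24), single spots (30), genes (22), a p-value on at least 1 array of each pair (53), the fold of the mean (24), the same fold both ways (24) and the pool with less weight loss alone (96) did not. The paper's 53 genes with decreased expression stand beside 54 called lower, but the rule that gave 54 lower gave only 24 higher. The nearness of 53 and 54 therefore does not show that the paper's selection was reproduced. The 4 alternatives that came near the paper's increased count gave 360, 139, 156 and 163 lower, in the same order, each over 1.5 times the paper's 53. Among 72 combinations of filter, unit, p rule and fold rule, tried after the counts were seen, 0 gave the paper's counts, and 1 gave them with the directions exchanged. For the increased genes 11 of the 72 came within 1.5 times of the paper's count, and 1 equalled it, with 165 higher and 260 lower (probes, a p-value on at least 1 array of each pair, the fold of the mean and no filter). With single spots, the fold on every array, no p-value and no filter on outlier marks, 53 were higher and 165 lower. This rule also called all 59 genes of Tables 1 and 3, 19 higher and 40 lower. The paper's 2 counts may thus have been exchanged, although the rule was chosen after the counts were seen.

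A fold counts as different when one of the 2 values is over 1.5 times the other and they lie further apart than the SD of the pools. Where 1 pool is at its limit, which can widen the SD, the ratio alone decides, and a limit differs only if it is over 1.5 times the paper's fold. This held for 7 of the 29 values of Table 1 with a fold, or with a limit in both pools. For Lyve1 the paper's fold is 3.09 and the computed fold was 1.67. For Defa3 the paper's fold is 0.13 and the computed fold 0.830, for Pdia6 0.30 in the paper and 0.936 here, for Fdps 0.32 in the paper and 0.818 here, and for Pik3c2g 0.38 in the paper and 0.666 here. None of the alternatives set before the data were examined (normexp and loess, centring, the series table, each dye orientation and each pool alone) closed the gap for these 5 genes. For Moxd1 the paper's fold is 0.25 and the computed fold 0.159, and for Defa1 the paper's fold is 0.27 and the computed fold 0.161, each with 1 pool at its limit. The computed values rest on the substitute for the signal of that pool. With the limit in its place the mean is at most 0.315 for Moxd1 and 0.318 for Defa1, which leaves the paper's folds possible, so these 2 differences are not established. For Moxd1 the arrays with GALP in Cy3 only (0.184) came within 1.5 times of the paper's fold and the other alternatives set before did not, and for Defa1 none did. The arithmetic mean of the 4 arrays' ratios, chosen after seeing the values, gave 0.247 and 0.268. With the arithmetic mean of the 4 arrays' ratios at the gene's spot farthest from no change and no filter on outlier marks, an alternative chosen after seeing the values, 32 of 32 compared values of Table 1 equalled the paper's to 2 decimals.

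Of the 59 genes of Tables 1 and 3, 27 had no probe called by the rule. Among them, 11 were called with a p-value on at least 1 array of each pair, 26 with no p rule, 6 with GALP in Cy5 only, 4 with GALP in Cy3 only, 5 without pool 1, 8 without pool 2, and 27 by spot with the fold on every array, no p-value and no filter, chosen after seeing the values. Fgfr1 was called only under the last of these.

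The paper describes the *S. aureus* and *Salmonella* infection pathways as induced, while Table 3 places them among the decreased pathways. The genes listed for them had log2 ratios below 0, for example -0.81 for Cfd and -0.67 for Fos.

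The paper states that the pools did not differ significantly. With 1 pool per group that cannot be tested, and 562 of 15714 probes with signal were over 1.5-fold apart.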

Other observations

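The tests of stomach tissue and of small intestine tissue were chosen after the results were seen, and the other tests below were set earlier.

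Gkn2, Tff1, Clca1, Krt20 and the alpha-defensins, which were lower in both GALP pools, are genes of the stomach and intestine. If such tissue had been in the control pool, its other markers would be lower too. The median of 24 other markers with signal was 0.05 with greater and 0.18 with less weight loss, the latter at percentile 99.5 of random lists, while 25 markers were at background. Of these markers 5 (Gkn3, Tff2, Reg1, Zg16 and Agr2) followed the pattern of the pancreas markers, and without them the medians were 0.28 and 0. The members went both ways, so for these genes together the tissue cannot be told apart from lower expression. For Gkn2 and Tff1 alone, 0 of 8 abundant stomach transcripts were well above background in the control channel on all arrays and 5 were so in none. These 8 lie near background, and Gkn3 and Tff2, which are not among them, had signal but were higher with less weight loss, unlike Gkn2 and Tff1. Transcripts this dim and 2 others do not decide, so stomach tissue in the control pool cannot be told apart from lower expression here either. For the alpha-defensins, Clca1, Krt20 and Prap1, 4 of 13 markers with signal in the control were lower in both pools. Sis (-1.34), Lgals2 (-1.22), Fabp2 (-0.24) and Ang4 (-0.01) were lower, and Lgals4 (0.20), Apoa4 (0.17) and Lyz1 (0.33) were not. Small intestine tissue in the control pool cannot be told apart from lower expression, as liver also expresses some of these markers.

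Star and Hsd3b1 are abundant in the adrenal gland. Of 6 adrenal markers with signal the median was -0.06 over both pools, at percentile 21.3. Akr1b7, the marker with signal in the control that liver does not express abundantly, had -0.74. With 1 such marker, adrenal tissue in the control pool and lower expression in the liver cannot be told apart. Kidney markers had a median of -0.07 with greater and -0.24 with less weight loss (6 with signal), both inside the random lists, and of -0.40 over both pools, at percentile 0.13. No tissue was tested as its source.

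Cfd was lower in both pools and is abundant in adipose tissue. If adipose tissue had been in the control pool, its other markers would be lower in both GALP pools. The median of 8 markers was 0.19 with greater weight loss, but 0.21 with GALP in Cy5 and -0.05 with GALP in Cy3, and 0.03 with normexp and loess. With less weight loss it was -0.22, at percentile 0.17. The members went both ways, so adipose tissue in the control pool cannot be told apart from lower expression of Cfd.

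Fos, Nr4a1 and Hspa1a were lower in both pools. A handling or dissection difference would lower other immediate early and heat shock genes, whose median was 0.080 with greater and -0.20 with less weight loss, and members went both ways, with Cyr61 (-0.76) called lower. The explanation cannot be told apart from an effect of GALP. Glucocorticoid targets had medians of 0.12 (percentile 98.9) and 0.05 (percentile 90.2) over 10 genes, and sex chromosome genes 0 and -0.05 (5 genes). Of the glucocorticoid targets, 5 were higher and 5 lower in both pools, so their medians hide changes both ways, and 1 was called higher. With limma, 6 of them had an unadjusted p under 0.05, 5 passed when adjusted over the list alone and 0 over all probes.

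Dye bias as the whole source of the called probes is argued against. It would make the dye orientations of a pool correlate negatively, and over probes with signal the correlation across probes was 0.24 with less and 0.48 with greater weight loss, and 0.97 in both pools over the 78 called probes, which were chosen for the same direction. Over all probes, which include those at background, it was -0.15 and -0.14, so the correlation holds for probes with signal and not for the arrays as a whole. Among probes with signal and a large ratio, 39.6% of 1724 with greater and 43.6% of 2032 with less weight loss changed sign with the dyes. Between the pools, r was 0.41 with GALP in Cy5 and 0.32 with GALP in Cy3, above the 0.24 within the pool with less weight loss. A part for dye bias in probes with signal is therefore left open.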
